A study of Mus musculus with 4 samples.

How the data were processed

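Poly(A) RNA from mouse explants of the aorta-gonad-mesonephros region (AGM) was sequenced in 4 libraries. The AGM is the embryonic region in which haematopoietic stem cells arise. Per the labels' protocols, the explants came from C57BL/6J embryos and were cultured on membrane filters for 48 hours, 2 libraries without treatment and 2 with 5 µM CCCP, a protonophore that collapses the proton gradient of the inner mitochondrial membrane. The labels disagree on 2 points. The growth protocol names embryonic days 10.5 and 11.5 while the series design names day 10.5 alone, and the cell type is given as stem cells while the extraction protocol speaks of RNA from explants. Groups were taken from the sample titles. The column header of untreated replicate 1 carries a label that differs by a letter from the title of the sample, so the sample was taken from the record of the file and not from that header.

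The deposited values are raw counts of reads per gene, made by the authors with featureCounts 2.0.3 against the mm10 RefSeq annotation of NCBI, per the file headers. Per the file headers, exons were counted and summed per gene, no strand option was set, although the labels describe a directional library, and no option to count read pairs as fragments was set. In that version each read of a pair is then counted singly. Multi-mapping reads and reads that touch more than 1 gene were not counted, since neither option was set. The aligner and any read trimming are stated neither in the headers nor in the labels. Because strand was not used, counts of genes that overlap on opposite strands are uncertain, and because shared reads were dropped, counts of paralogs, pseudogenes and their parent genes are uncertain. Of the 35 genes named by the rule below, 13 have a span that overlaps another annotated gene, 10 of them on the opposite strand. The exon length per gene, used for the length correction, is also in the files deposited by the authors.

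Each file held the same 49997 genes in the same order, and no row lacked a gene name. All 49997 symbols were found in the RefSeq gene table for the assembly of the same build, and 99.27% of them had identical coordinates there. Coordinates in the text are those of the files, on mm10. Rows placed only on alternate or unplaced contigs made up 0.73% of the rows and were kept. Total counts were 48216849 and 37360968 in the untreated libraries and 48827826 and 37579087 in the CCCP libraries, replicates 1 and 2 in each group. A count of 3, taken as the floor of detection, corresponds to a CPM (count scaled by library size) of 0.0599 to 0.0827. Intervals and floors cover counting error only.

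The main test was edgeR 4.0.16 (glmQLFit and glmQLFTest, default settings of that version, robust off) in R 4.3.3 on the counts as deposited, with TMM library scaling, the filterByExpr filter (minimum count 10, minimum total 15) and the group as the sole term. It is two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. A standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. CPM values were computed from the counts with TMM scaling. With 2 libraries per group, an exact permutation test of 1 gene cannot go below a two-sided p of 0.333, so no such test is given.

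Gene lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2), with the correlation between genes preset at 0.01, two-sided and adjusted over the 14 lists. The lists were mitochondrial genome, nuclear OXPHOS (oxidative phosphorylation), integrated stress response, mitochondrial chaperones and proteases, glycolysis and hypoxia, autophagy and lysosome, haematopoietic stem cell, endothelial and haemogenic endothelial, erythroid, myeloid, lymphoid, Wnt targets, cell cycle, and interferon and inflammatory. A further 6 marker lists (mesenchymal, hepatic, neural and neural crest, skeletal muscle, kidney and gonad, Y chromosome and Xist) served to describe composition. These lists, the tests, the rule for named genes and the alternatives in the planned set were fixed before the data were examined. Another 3 lists were chosen once the gene table was known and leave out the genes that prompted them: HIF targets, endoplasmic reticulum stress, and nuclear-retained long noncoding RNAs. Each list was also set against 10000 random lists of the same size, matched in 10 bins of exon length and 10 of mean expression, and, where at least 80% of its members had a GC value, in 5 bins each of length, GC content and expression. GC content was computed from the GENCODE transcripts of the same build. It was known for 90.4% of the genes tested.

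Named genes followed a fixed rule. Up to 6 genes in each direction were to be named among those with an adjusted p-value under 0.05, a mean CPM of at least 10 and no overlap between the groups, which gave none. The rule then names the 3 smallest unadjusted p-values in each direction as not passing, skipping predicted genes and pseudogenes. It also names the 2 members with the smallest p-value in each list, and Kit and Ptprc. Other genes in the text were chosen after their values were seen, or belong to a marker list.

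The alternatives for the number of called genes were 14 planned ones: other library scalings (DESeq2 size factors, upper quartile, none), other filters (none, 10 counts in every library, a CPM of at least 1 in 2 libraries), DESeq2 1.42.0, robust estimation, the replicate number as a block, mitochondrial and globin genes left out, the length trend removed per library by loess (span 0.5) with and without the block, an adjusted p-value under 0.01, and a minimum absolute log2 fold change of 1. Another 5 were chosen after seeing the data: the newer quasi-likelihood method of the same package, counts halved, the GC trend removed with and without the block, and DESeq2 with the block. For lists, camera with an estimated correlation and fry were tried, and for the mitochondrial genome 2 sets of genes with little or no sequence repeated in nuclear transcripts, chosen after seeing the data. Each library was left out in turn for fold changes, without a test, since this leaves a group with 1 library. DESeq2 gave no adjusted p-value for 1923 genes, and for 5000 genes with the block, and these stayed out of its counts. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 handled the annotation and drew the plots.

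The same functions were tested on simulated data with 200 changed genes (2-fold or 4-fold, in both directions), drawn from the real means and library sizes. Every gene was given the dispersion of the fitted trend, so genes did not differ in variance beyond it. The trend was that of the fit with the replicate block where differences between replicate numbers were simulated. The shares called are thus a check of the functions and not estimates of power in these data. Of the 193 changed genes that passed the filter, edgeR called 68.4%, with 6 false calls among 19290 genes, and DESeq2 called 71.0%, with 16 false calls. When the simulation also held the differences between replicate numbers seen in the data, edgeR called 37.3% of 193 changed genes with 0 false calls among 19334 genes, and DESeq2 called 64.8% with 0 false calls. For lists of 30 genes, camera called 20 of 20 lists shifted by 0.5 on the log2 scale and 0 of 20 lists that were not shifted. A call there was an unadjusted p under 0.05. Genes were drawn independently, without length or GC trends or differences between replicate numbers. The 0 of 20 therefore says nothing about false calls where the genes of a list vary together.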

Results

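RNA of mouse AGM explants was measured in 4 libraries, 2 from untreated explants and 2 from explants kept with 5 µM CCCP for 48 hours. The comparison asks which transcripts of the explant differ when the mitochondrial membrane potential is dissipated. The libraries held 48216849 and 37360968 counted reads (untreated replicates 1 and 2) and 48827826 and 37579087 counted reads (CCCP replicates 1 and 2). Replicate 1 was thus the deeper library in each group, and the groups were close in depth, with a ratio of total counts of 1.01 for CCCP over untreated. The 10 most counted genes took between 4.64% and 5.85% of the counts, and the mitochondrial genome between 2.05% and 2.35%. TMM factors lay between 0.966 and 1.04.

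Over the 19837 genes that passed the filter, Pearson's r of log2 CPM was 0.978 between the untreated libraries and 0.979 between the CCCP libraries. Between groups it ran from 0.965, for untreated replicate 1 and CCCP replicate 2, to 0.979, for untreated replicate 2 and CCCP replicate 2. These correlations are across genes, which are not independent replicates. A pair from different groups was thus as alike as the pairs within groups, but its libraries share the replicate number 2. The pair of replicates numbered 1 had 0.974. The pairs that differ in both group and number had 0.965 and 0.973. The chi-square per degree of freedom was at least 37.8 in every pair, so no pair agreed within counting noise and each library was used as a separate replicate. The first principal component held 49.4% of the variance and placed both untreated libraries (scores of -61.9 and -13.6) on one side of both CCCP libraries (19.4 and 56.1). The gap between the untreated scores was larger than the gap between untreated replicate 2 and CCCP replicate 1. Gene loadings on this component went with exon length (Spearman's rho -0.375) and GC content (0.289), so its order need not reflect treatment alone. The second component held 33.5% of the variance and separated replicates numbered 1 (10.7 and 51.5) from those numbered 2 (-45.3 and -16.9).

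**Figure D1:**
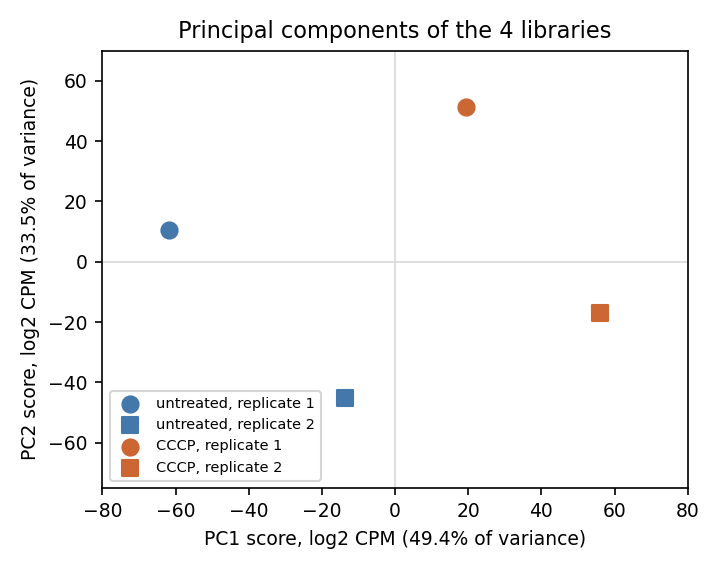
Scores of the 4 libraries on the principal components of log2 CPM over 19837 genes, with the share of variance on each axis; each point is a library, colour gives the group and shape the replicate number. The untreated libraries score -61.9 and -13.6 on the horizontal axis and the CCCP libraries 19.4 and 56.1. On the vertical axis replicates numbered 1 score 10.7 and 51.5 and those numbered 2 score -45.3 and -16.9, untreated first.

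No gene differed between CCCP and untreated explants at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count was 0 of 19837 genes, and the smallest adjusted p-value was 0.122. At an unadjusted p under 0.05 there were 2899 genes, of which 1082 were higher and 1817 lower in CCCP, where 992 would be reached by chance. Both CCCP libraries lay above both untreated libraries for 4761 genes and below them for 4913 genes. Together these were 48.8% of the genes, against 33.3% by chance. The biological coefficient of variation was 21.9%, and the median log2 fold change of all genes was -0.01. Among the fits with the group as the sole term, the one without a filter on low counts moved the count most, to 1107 genes (217 higher, 890 lower). That count is not taken as support, because p-values such as that of C3 fell far while fold changes hardly moved, as given below. DESeq2 on the filtered genes gave 594 (59 higher, 535 lower). Same-numbered libraries deviated together from their group means (correlation 0.36 over genes), and the main test treats such differences as noise. Fits with the replicate number as a block also called genes and are given below, because no label says what a number marks.

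The smallest p-values among genes higher in CCCP belonged to Acta1, Sdf2l1 and Manf, none of which passed the adjustment in edgeR, while all 3 passed in DESeq2. Acta1 (chromosome 8, 123891758 to 123894775), a skeletal muscle actin, rose from 36.2 ± 1.92 to 69.8 ± 2.19 CPM (SD, n = 2 in each group). Its log2 fold change was 0.95, with a standard error of 0.117 and an edgeR adjusted p-value of 0.144. Sdf2l1 (chromosome 16, 17130138 to 17132383) and Manf (chromosome 9, 106888753 to 106891938) encode proteins of the endoplasmic reticulum. Sdf2l1 rose from 50.1 ± 1.41 to 91.9 ± 10.3 CPM and Manf from 172 ± 3.31 to 303 ± 27.04 CPM (SD, n = 2), with log2 fold changes of 0.87 and 0.82. The adjusted p-value was 0.144 for both in edgeR.

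Among genes lower in CCCP, the smallest p-values were those of C3, Itih4 and Cfi, which encode plasma proteins. The edgeR adjusted p-value was 0.122 for each of them, and all 3 passed in DESeq2. C3 (chromosome 17, 57203967 to 57228136) fell from 38.0 ± 17.2 to 1.51 ± 0.242 CPM (SD, n = 2), a log2 fold change of -4.66 with a standard error of 0.385. Cfi (chromosome 3, 129836727 to 129875332) fell from 8.46 ± 3.46 to 0.320 ± 0.0154 CPM (SD, n = 2), a log2 fold change of -4.72, on 15 and 12 counts in the CCCP libraries. Its span overlaps a predicted gene on the other strand, and strand was not used in the counting. Itih4 (chromosome 14, 30886476 to 30901986) had 195 and 103 counts in the untreated libraries and 2 counts in each CCCP library. Since both CCCP libraries were under the floor of 3 counts, its level was at least 40.2-fold lower. Hepatic marker transcripts, a list of other genes fixed beforehand, had a median log2 fold change of -4.52 over 11 genes, all 11 below both untreated libraries in both CCCP libraries.

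**Figure D2:**
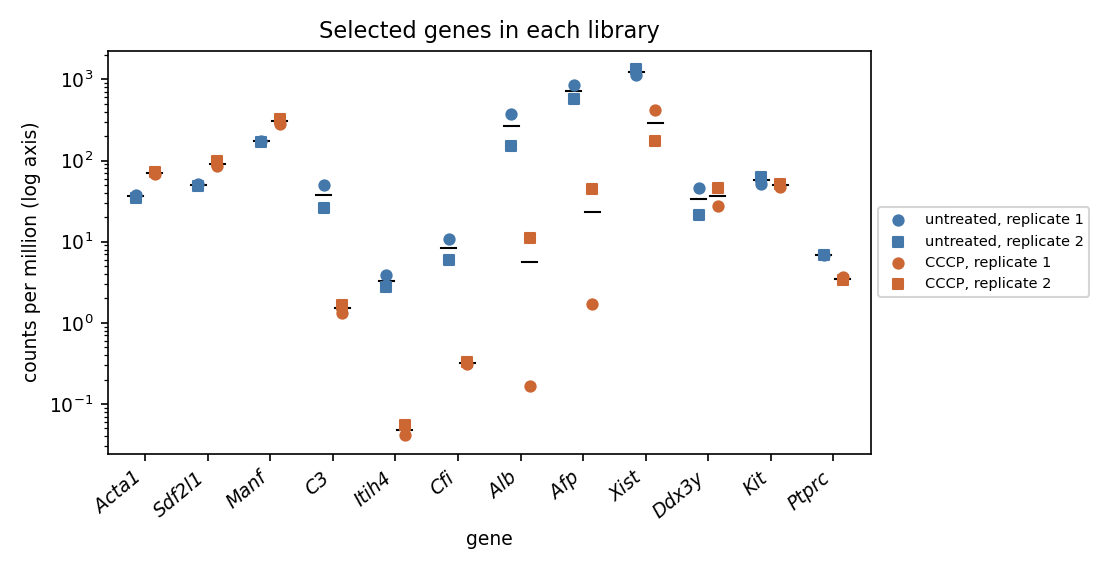
CPM of 12 genes in each of the 4 libraries on a log axis; points are libraries, colour gives the group, shape the replicate number, and the black line is the group mean of 2 libraries. Acta1, Sdf2l1, Manf, C3, Itih4, Cfi, Kit and Ptprc were named by the fixed rule, while Alb, Afp, Xist and Ddx3y come from marker lists; Alb falls from 376 and 151 CPM to 0.165 and 11.1 CPM, and Kit stays between 47.6 and 63.2 CPM.

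Of the 14 gene lists, 4 were called by camera at an adjusted p-value under 0.05. The nuclear OXPHOS list was higher in CCCP, with a median log2 fold change of 0.34 over 81 genes (adjusted p 2.47e-12), and 78 of its genes were higher. The autophagy and lysosome list was higher by 0.27 over 26 genes (adjusted p 1.92e-05, 25 genes higher). The integrated stress response list was higher by 0.31 over 31 genes (adjusted p 0.00159, 25 genes higher). The glycolysis and hypoxia list was lower, at -0.18 over 24 genes (adjusted p 0.0226, 18 genes lower). All these adjusted p-values are from camera with a preset correlation. Under fry, which does not compare a list with the other genes, only the autophagy and lysosome list was called among the 14 (adjusted p 0.00905). With an estimated correlation none of the 14 was called, and their adjusted p-values ran up to 0.93.

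The 4 called lists were unequal in how far they rested on 1 library or on gene properties. Without untreated replicate 1 the median of the integrated stress response list was 0.05, that of the nuclear OXPHOS list 0.22 and that of the glycolysis and hypoxia list -0.39. Without untreated replicate 2 the glycolysis and hypoxia list changed sign, to 0.07, and the integrated stress response and nuclear OXPHOS lists reached 0.67 and 0.54. The autophagy and lysosome list stayed between 0.24 and 0.35 whichever library was left out. Log2 fold changes went with exon length across genes (Spearman's rho -0.35), and the median was 0.22 in the shortest 10% of genes and -0.35 in the longest 10%. They also went with GC content (rho 0.374). Random lists matched to the nuclear OXPHOS list on length and expression had a median of 0.31, with 95% of them between 0.27 and 0.34, so the list itself, at 0.34, lay inside that range. The integrated stress response list (random lists between 0.10 and 0.27), the autophagy and lysosome list (0.06 to 0.26) and the glycolysis and hypoxia list (0.00 to 0.23) lay outside theirs. The nuclear OXPHOS list, at 0.35 over the 78 genes matched, lay above its range (0.25 to 0.33) once GC content was matched too. The others again lay outside theirs. Bins of length and expression were wider in that matching, so the shift of nuclear OXPHOS cannot be credited to GC content alone. With the length trend removed from each library, camera still called all 4 lists, with adjusted p-values between 0.000426 and 0.0133. The median of the nuclear OXPHOS list was then 0.18.

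**Figure D3:**
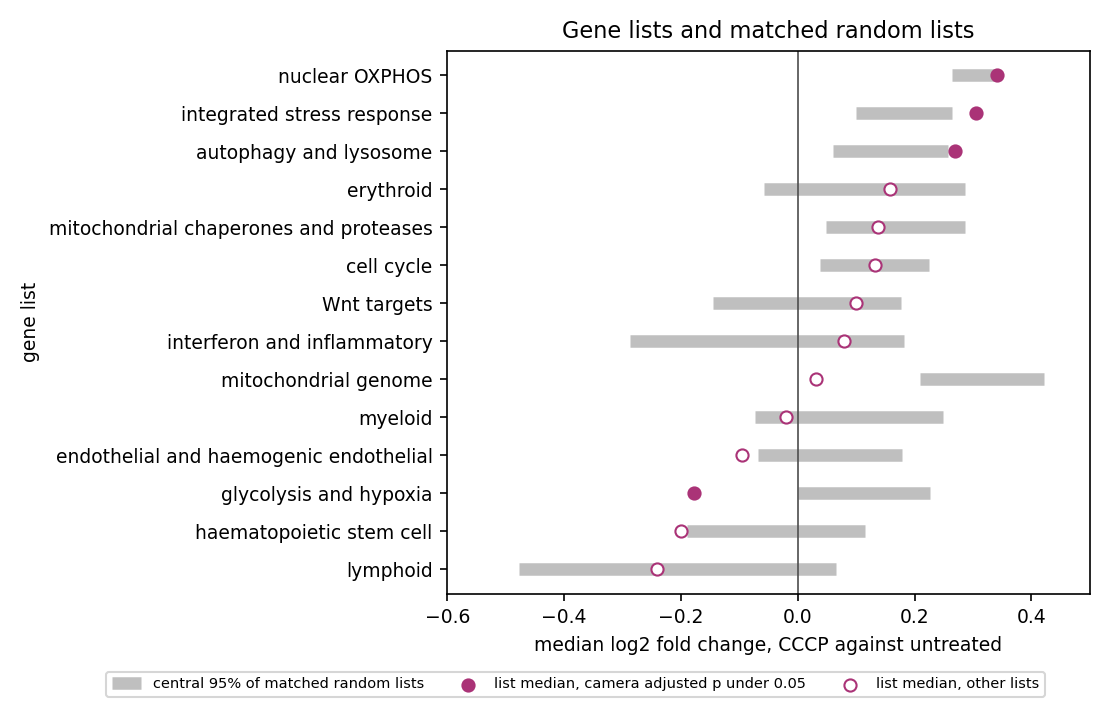
Median log2 fold change of each of the 14 gene lists, CCCP against untreated (horizontal axis); points are the lists, filled where camera's adjusted p-value was under 0.05, and grey bars span the central 95% of 10000 random lists matched on exon length and expression. The nuclear OXPHOS list, at 0.34, lies inside its bar (0.27 to 0.34), and the glycolysis and hypoxia list, at -0.18, lies below its bar (0.00 to 0.23). The bars do not match GC content. With it matched, in wider bins of length and expression, the nuclear OXPHOS list lay above its range (0.25 to 0.33).

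The other 10 lists were not called by camera. The haematopoietic stem cell list had a median log2 fold change of -0.20 over 27 genes, 22 of them lower, with an adjusted p-value of 0.0614 in camera. It was called under 6 of the 17 alternatives that enter the list test, 2 of the 6 chosen after seeing the data, and without untreated replicate 2 its median was -0.002, against -0.34 without untreated replicate 1. The endothelial and haemogenic endothelial list stood at -0.10 (adjusted p 0.36), the lymphoid list at -0.24 (0.36) and the myeloid list at -0.02 (0.36). The erythroid list stood at 0.16 (0.36) and the cell cycle list at 0.13 (0.36). When mitochondrial and globin genes were left out, the erythroid list stood at 0.014 (0.925), so its median depended on the globin genes. The mitochondrial chaperones and proteases list and the Wnt targets list stood at 0.14 and 0.10, both with an adjusted p of 0.174. The mitochondrial genome list stood at 0.03 (0.489), or -0.027 without library scaling, where the median of all genes was -0.066, and the interferon and inflammatory list at 0.08 (0.865). Against random lists matched on length and expression, the endothelial list lay below the central 95% (-0.068 to 0.18), as did the mitochondrial genome list (0.21 to 0.42) and, narrowly, the haematopoietic stem cell list (-0.19 to 0.12). With GC content matched as well, the bins of length and expression were wider. The endothelial list (0.025 to 0.22) and, narrowly, the myeloid list (-0.013 to 0.29) then lay below. The haematopoietic stem cell list lay inside, and the mitochondrial genome list could not be matched. Signs of the endothelial, erythroid, myeloid, cell cycle, interferon and mitochondrial genome medians changed when 1 library was left out. Without CCCP replicate 2 the erythroid median was -0.33 and without CCCP replicate 1 it was 0.55, and without untreated replicate 1 the myeloid median was 0.36 and the cell cycle median -0.14. Without untreated replicate 2 the endothelial median was 0.11, the cell cycle median 0.51, the chaperone and protease median 0.35, the Wnt target median 0.25 and the lymphoid median -0.46. Without untreated replicate 1 the endothelial median was -0.24, the Wnt target median 0.038 and the lymphoid median -0.054. Lastly, without CCCP replicate 1 the interferon median was -0.46 and the mitochondrial genome median -0.11.

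No single member of the lists passed over all genes in edgeR. In DESeq2 those named here that passed were COX3, Ddit3, Pfkp, Vegfa, Cenpf, Mki67 and Ptprc. Adjusted over the list alone, 5 list members passed at 0.05, 2 in the glycolysis and hypoxia list and 3 in the cell cycle list. Adjusted over all 376 distinct list genes, 0 passed. Pfkp (chromosome 13, 6579874 to 6649060), a phosphofructokinase, fell from 113 ± 5.88 to 56.6 ± 4.29 CPM (SD, n = 2), a log2 fold change of -1.002 with an edgeR adjusted p-value of 0.144. Vegfa (chromosome 17, 46016993 to 46032377) fell from 250 ± 7.79 to 140 ± 12.5 CPM (SD, n = 2), a log2 fold change of -0.84 with an edgeR adjusted p-value of 0.144. The cell cycle members Cenpf and Mki67 had log2 fold changes of -0.99 and -0.86, although 24 of the 32 genes of that list were higher. Their exons are long, at 11367 and 10153 bases, and so are those of Pfkp, at 11760 bases.

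In the integrated stress response list, Ddit3 (chromosome 10, 127290793 to 127296291) rose by 0.59 on the log2 scale and Vldlr went the other way, at -0.41. Ddit3 overlaps genes on the other strand. Ndufa3 and Ndufa8, both subunits of complex I, had log2 fold changes of 0.48 and 0.43, and the lysosomal genes Hexa and Atp6v0d1 had 0.43 and 0.42. Clpp and Yme1l1, which encode mitochondrial proteases, moved apart, at 0.50 and -0.38, and the value of Yme1l1 was 0.01 once the GC trend was removed. Of the mitochondrial genome, COX3 had 0.89 and ND5 -0.46. COX3 held only 433 to 1086 counts per library, and 99.9% of its 50-base stretches occur in a nuclear pseudogene, so its level is uncertain. In the other lists the log2 fold changes were 0.49 for Hba-a1, which has a near-identical copy, 0.60 for Alas2, 0.71 for C1qa, 0.58 for C1qb, 0.58 for Lck, 0.42 for Twist1 and 0.44 for Nkd1. They were -0.59 for Flt1, -0.75 for Tek, -0.73 for Ikzf2, -0.26 for Ebf1, -0.67 for Ifit2 and -2.44 for Cxcl10, the last on 6 to 62 counts. The adjusted p-values of edgeR for all genes in this paragraph lay between 0.166 and 0.452. Without CCCP replicate 2 the log2 fold change of Alas2 was 0.28, and without untreated replicate 2 that of Tek was -0.365 and that of Lck 1.10. Without untreated replicate 1 that of Lck was 0.225 and that of Ebf1 -0.086. Without CCCP replicate 2 that of ND5 was -0.29 and that of Lck 0.38, and without CCCP replicate 1 that of Ikzf2 was -0.48.

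The labels speak of stem cells, so Kit and Ptprc were read in each library. Kit (chromosome 5, 75574987 to 75656722), the receptor for stem cell factor, had 51.3 and 63.2 CPM in the untreated libraries and 47.6 and 51.7 CPM in the CCCP libraries. The groups overlapped, and the log2 fold change of -0.21 had an edgeR adjusted p-value of 0.53. It was -0.015 without untreated replicate 2 and -0.34 without untreated replicate 1. Ptprc (chromosome 1, 138062859 to 138175756), the pan-leukocyte antigen CD45, had 6.85 and 6.82 CPM in the untreated libraries and 3.65 and 3.39 CPM in the CCCP libraries. Its groups did not overlap, and its log2 fold change of -0.96, with a standard error of 0.237, had an edgeR adjusted p-value of 0.216.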

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

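The number of genes with an adjusted p-value under 0.05 was 0 in 11 of 17 other fits and above 0 in the other 6. The 2 tighter thresholds could give no count but 0. Without a filter beyond 1 count it was 1107 (217 higher, 890 lower). That fit tested 32261 genes and its smallest adjusted p-value was 2.43e-198, against 0.122 with the filter. The cause was not tested. DESeq2 called 594 (59 higher, 535 lower), and 577 of these were among the 1107. All 6 genes named for the smallest p-values passed in DESeq2, as did COX3, Ddit3, Pfkp, Vegfa, Cenpf, Mki67 and Ptprc. These were 13 of the 35 named genes. The fit without the filter called 18 of the 35, among them the same genes except Ptprc.

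With the replicate block, the count was 2118 (754 higher, 1364 lower), and all 594 genes called by DESeq2 were among them. Same-numbered libraries deviated together from their group means (correlation 0.36 over 19837 genes), and 23 genes were at least 4-fold apart by number in the same direction in both groups, against 0 in opposite directions. Same-numbered libraries thus share something, but no label says what a number marks. Whether the numbers mark a pairing therefore cannot be told. The count of 0 in the main test holds only with the number left out, where such differences enter as noise. The replicate block called 31 of the 35 named genes. In simulated data that held the differences between numbers, edgeR with the replicate block recovered 82.4% of 193 changed genes with 7 false calls. Without the block it recovered 37.3% with 0 false calls. In data simulated without such differences it recovered 66.8% with 7 false calls with the block, against 68.4% with 6 without it. Simulated genes did not differ in variance beyond the trend, so these shares are not estimates of power in the real data. The replicate block with the length trend removed gave 1453 (695 higher, 758 lower), of which 997 were among the 2118, and with the GC trend removed, chosen after seeing the data, 838 (266 higher, 572 lower), of which 671 were. DESeq2 with the replicate block, also chosen after seeing the data, gave 1367 (472 higher, 895 lower), with no adjusted p-value for 5000 genes. For lists, the replicate block alone left the glycolysis and hypoxia list (-0.16, adjusted p 0.0533) uncalled, while the other 3 fits with the block called it (adjusted p from 0.000774 to 0.0131; 0.000397 to 0.808 over all alternatives), and it turned the myeloid median to 0.019. With the block and the length trend removed, the mitochondrial genome stood at -0.20 and the interferon and inflammatory list at -0.067. With the block and the GC trend removed, the interferon and inflammatory list stood at -0.026 and Yme1l1 at 0.007. DESeq2 with the block gave 0.028 for the myeloid list. The cause of these changes was not tested.

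Among list results without the block, camera with an estimated correlation left all 4 lists uncalled, and fry left 3 of them uncalled, with unchanged medians of 0.34 (nuclear OXPHOS), 0.31 (integrated stress response) and -0.18 (glycolysis and hypoxia); the autophagy and lysosome list (0.27) was uncalled only with the estimated correlation. Robust estimation and the newer quasi-likelihood method do not enter camera, so their unchanged list calls say nothing. Without the filter, the glycolysis and hypoxia list (-0.16) was not called. The haematopoietic stem cell list became called with upper quartile scaling (-0.21), no scaling (-0.25), 10 counts in every library (-0.21), a CPM minimum (-0.22), counts halved (-0.21) and the GC trend removed (-0.19), the last 2 chosen after seeing the data. Its adjusted p-values ran from 0.0212 to 0.808. The endothelial list was called only with the GC trend removed (-0.20), with adjusted p-values from 0.0466 to 0.941 over its alternatives.

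With all 4 libraries and no block, signs changed for 3 lists and 1 named gene. The mitochondrial genome list stood at -0.027 without scaling, where the median of all genes moved alike, from -0.008 to -0.066, so this sign says nothing of the list. It stood at -0.19 with the length trend removed. The sets of genes were chosen after seeing the data. Over the 5 genes with under 20% of their sequence repeated in nuclear transcripts (ATP8 left out) it stood at -0.059. Over the 4 genes with none repeated in annotated transcripts it stood at 0.052, but these include ATP8 (0.15), which held few counts. The rest of that set were ND1 (0.189), CYTB (-0.047) and ND6 (-0.281). The sign of the list thus depends on the genes kept, and in that set on ATP8. The myeloid list stood at 0.027 with 10 counts in every library and at 0.069 with a CPM minimum. The interferon and inflammatory list stood at -0.029 with the length trend removed, and Yme1l1 at 0.007 with the GC trend removed. The cause was not tested.

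Leaving out each library in turn gave no test, and so no count of called genes. The medians ran from 0.049 to 0.67 for the integrated stress response, from 0.091 to 0.35 for mitochondrial chaperones and proteases, from -0.39 to 0.068 for glycolysis and hypoxia, from 0.24 to 0.35 for autophagy and lysosome, from -0.34 to -0.002 for haematopoietic stem cell, from -0.24 to 0.11 for endothelial, from -0.33 to 0.55 for erythroid, from -0.14 to 0.36 for myeloid, from -0.46 to -0.054 for lymphoid, from 0.038 to 0.25 for Wnt targets and from -0.14 to 0.51 for cell cycle. The nuclear OXPHOS, mitochondrial genome and interferon medians moved by less than the spread between libraries. Of 764 values of named genes under alternatives, 612 kept their side of the threshold or moved by less than the spread, 119 passed the threshold (88 of them with a replicate block), 31 moved by more than the spread and 2, both of Yme1l1, changed sign.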

Other observations

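Of the tests below, those on library size, surrounding tissue, the spread of hepatic markers between CCCP libraries, Y-linked genes, within-group trends, pseudogenes, even counts and collagen transcripts were chosen only after the result they measure was seen.

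Hepatic transcripts were lower in both CCCP libraries. All 11 hepatic markers tested were below both untreated libraries, with a median log2 fold change of -4.52 (camera adjusted p 8.54e-09 over the 6 marker lists, fry adjusted p 0.307). Afp had 860 and 577 CPM in the untreated libraries and 1.69 and 44.9 CPM in the CCCP libraries, and Alb had 376 and 151 against 0.165 and 11.1. None of these markers is in another list. Of 36 genes at least 4-fold apart by treatment at both replicate numbers, 36 were lower in CCCP. A difference in depth is argued against by the ratio of total counts, 1.01, and the length trend by a median of -4.77 with that trend removed. A general loss of surrounding tissue is argued against by the other markers: kidney and gonad markers stood at -0.01, skeletal muscle at 0.22, mesenchymal at -0.08 and neural and neural crest at -0.03, none of them called by camera (adjusted p of at least 0.266). What remains open is whether fewer hepatic cells entered culture or hepatic cells or their transcripts were lost under CCCP. These cannot be told apart, because no library was taken before culture and each group holds 2 libraries. The markers differed by a median of 2.75 on the log2 scale between the CCCP libraries themselves, replicate 2 being higher. A candidate source is liver primordium carried with the explant, as a hypothesis. The genes C3, Itih4 and Cfi named in the report are plasma protein genes and may belong to this pattern.

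Long genes were lower and GC-rich genes higher in CCCP. The rho of -0.35 with length had a counterpart inside a group: untreated replicate 2 against replicate 1 gave -0.279, and CCCP replicate 2 against replicate 1 gave -0.119. A length-dependent recovery that varies from library to library is consistent with this. GC content does not account for it, since rho was -0.333 with the GC trend removed. The GC trend behaved otherwise: rho was 0.374 between groups and at most -0.08 in size within a group, which argues against a GC effect that varies between libraries of a group in the same way. Whether library preparation differed between the groups or the cells changed cannot be told apart from 0.374 alone, because either would follow the groups.

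These trends bear on the 4 lists that camera called. With the length trend removed the adjusted p-values of camera were 0.000426 (nuclear OXPHOS), 0.000672 (autophagy and lysosome), 0.0133 (integrated stress response) and 0.00452 (glycolysis and hypoxia), which argues against length alone as the whole source. Over all alternatives the adjusted p-values ran from 1.31e-19 to 0.808 for nuclear OXPHOS, from 2.82e-06 to 0.483 for autophagy and lysosome, from 8.43e-07 to 0.808 for the integrated stress response and from 0.000397 to 0.808 for glycolysis and hypoxia. Of 10000 random lists matched on length and expression, 266 had a median as high as nuclear OXPHOS, 125 as high as autophagy and lysosome, 26 as high as the integrated stress response and 0 as low as glycolysis and hypoxia. Matching on GC content as well, in wider bins of length and expression, gave 1, 209, 145 and 0. The median of those random lists for nuclear OXPHOS was 0.31 with the former matching and 0.29 with the latter. Most of the rise of that list may therefore be shared with other short, abundant transcripts. The mitochondrial genome list, at 0.03, lay below the central 95% of its matched random lists (0.21 to 0.42), although 6 of its 13 genes, ATP8 among them, held few counts.

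Endoplasmic reticulum genes rose as a second list. Since Sdf2l1 and Manf stood among the smallest p-values, 22 other genes of endoplasmic reticulum stress and protein folding were tested. Their median log2 fold change was 0.42, 20 of 22 were higher and 19 had both CCCP libraries above both untreated libraries (camera adjusted p 9.86e-08 over 3 lists, fry adjusted p 0.106). Hspa5 had 1092 and 971 CPM in the untreated libraries and 1399 and 1285 CPM in the CCCP libraries. The length trend is argued against by an adjusted p-value of 3.42e-07 with the trend removed, and length, GC content and expression by the matched random lists, of which 0 of 10000 were as high with either matching. A higher expression of these genes under CCCP remains a hypothesis found and tested on the same data. The integrated stress response list was higher too but adds little, since its median was 0.05 without untreated replicate 1.

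HIF targets went with the glycolysis and hypoxia list. A second list of 19 HIF targets, none of them in the first list, had a median log2 fold change of -0.15, with 16 of 19 lower (camera adjusted p 0.0459, fry adjusted p 0.131). Length, GC content and expression are argued against as its source by 10000 matched random lists. Of these, 6 were as low when matched on length and expression, and 0 with GC content matched as well. The median was -0.19 with the length trend removed (camera adjusted p 0.02, fry adjusted p 0.164). The lower median may reflect lower activity of the hypoxia pathway. However, the call was narrow, fry did not make it, and the median of the first list changed sign without untreated replicate 2 (0.07).

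Xist was lower in CCCP without a matching rise of Y-linked transcripts. Xist (X chromosome, 103460373 to 103483233) had 1144 and 1339 CPM in the untreated libraries and 414 and 174 CPM in the CCCP libraries, a log2 fold change of -2.08 (edgeR adjusted p 0.166). Its length of 17918 bases does not account for this, since it stood at -1.71 with the length trend removed and only 4 of 499 genes of similar length fell as far. The list of Y chromosome genes and Xist had a median of 0.09 and was not called. The 4 Y-linked genes had a median log2 fold change of 0.11, but they went apart by replicate number, at -0.70 for replicate 1 and 0.98 for replicate 2. Fewer female embryos in the CCCP pools therefore cannot be told apart from other explanations, because the sex ratio of the pools is not given and each group holds 2 libraries. Other nuclear-retained long noncoding RNAs fell as a list, by a median of -0.77 with 10 of 10 lower (camera adjusted p 0.000328, fry adjusted p 0.129), and by -0.54 with the length trend removed. A lower recovery of nuclear RNA would lower such a list, as a hypothesis. The list also fell by replicate number, with median log2 CPM of 5.44 and 4.83 untreated and 4.66 and 4.11 in CCCP. In it, 6 of 10 members had both CCCP libraries below both untreated libraries. Xist did not follow the list between the untreated libraries, where replicate 2 had more Xist. Such a recovery is therefore not shown to account for Xist. Malat1, at 1503 and 625 CPM untreated against 924 and 379 CPM in CCCP, differed more between replicate numbers than between groups.

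Pseudogenes differed by replicate number. In both groups 23 genes differed at least 4-fold between the replicate numbers in the same direction, and 12 of them (52.2%) were annotated pseudogenes, against 5.1% of the 15550 genes considered and 0 of the 36 genes that differed as much by treatment. Rps2-ps10 (chromosome 18, 61259039 to 61259987) had 8.75 and 9.87 CPM in the replicates numbered 1 and 109 and 181 CPM in those numbered 2, untreated first. Gm7172 (chromosome 12, 51133361 to 51134939) went the other way, with 14.8 and 73.1 CPM against 0.562 and 0.414 CPM. Depth is argued against, since 7 of the 12 were higher in replicate 2, the less deeply counted one, and 5 lower. A difference between the replicate numbers in genotype or in how reads were divided between pseudogene and parent, such as read length, is consistent with the 52.2%, and no test separated these. No biological explanation was tested.

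Several mitochondrial genes were nearly absent from the counts. COX2, COX3, ATP6, ND3 and ND4L have at least 98.0% of their 50-base stretches repeated in nuclear transcripts of chromosome 1, and they held at most 28.9 CPM per kilobase, while ND1, ND2, ND5, ND6 and CYTB, with under 20% repeated, held at least 1080. The copy of COX2, the pseudogene Gm28661, spans 24614885 to 24615565 of chromosome 1. Reads that map to both places and were not counted are a likely source. ATP8 had 6.35 CPM per kilobase and 0% repeated in annotated transcripts. It lies between COX2 and ATP6 in the mitochondrial genome. The stretch between their copies, 24614651 to 24614885 of chromosome 1, belongs to neither copy. Only annotated transcripts were searched, so a copy of ATP8 in that stretch cannot be excluded. Levels of these genes are thus uncertain as measures of their transcripts, and no count that kept shared reads was made to test the source.

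Counts were even more often than odd. Among genes with 1 to 20 counts, the share of even counts was 63.1% and 62.8% in the untreated libraries and 65.1% and 64.1% in the CCCP libraries. The lowest of them, 62.8%, is consistent with both reads of a pair having been counted singly, as the file headers imply. No biological explanation was tested.

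The libraries had the composition of an explant and not of sorted blood cells. Col1a2 had at least 10.6 times the CPM of Kit in every library, and Col3a1 at least 192 times that of Ptprc. The median mesenchymal marker stood between 7.15 and 7.65 on the log2 CPM scale in the 4 libraries, and the median haematopoietic stem cell list gene between 3.54 and 4.17. RNA from whole explants is consistent with this, while the cell type label names stem cells. Changes in rare cells would then be diluted in these libraries.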
